A study of Homo sapiens with 6 samples.

How the data were processed

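RNA was measured in 6 libraries of PC3M cells, 3 treated with a non-silencing siRNA and 3 with an siRNA against HNRNPA2B1. Per the labels' protocols, each siRNA was transfected at 25 nM with a lipid reagent. Total RNA was taken 72 hours later and treated with DNase, and TruSeq libraries were read at 75 bp on a NextSeq 500. The labels give each library its group and a replicate number from 1 to 3. The aligner, the counting program, the annotation and the strandedness of the counting are not stated in the labels or headers.

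The authors deposited a table of whole-number counts with 1 column per library and 30575 entries, of which 85 were 0 in every library. Of these entries, 25939 carried a gene symbol alone, 1823 an identifier of the form MSTRG followed by a number, and 1027 a symbol with a position on a chromosome. A further 1786 carried a symbol with a position on an alternate or unplaced contig. MSTRG is the default prefix of transcripts merged by StringTie, but no header names that program. Of the 1027 chromosome positions, 990 had a symbol in GENCODE release 29 on GRCh38, and all 990 overlapped that gene there, 884 of them with a shared boundary. GRCh38 with GENCODE 29 was therefore used for the coordinates given, and 23861 of the entries with a symbol alone were found in it. The second table the authors deposited holds a signal, namely the same counts divided by 1 number per library, from 0.600 to 1.61. Those divisors equalled the median-of-ratios size factors recomputed from the counts. It was used for normalised counts per library and as an alternative input.

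The entries of the count table run in 6 alphabetical blocks. The first block holds 20661 entries, and 99.8% of them have a count in non-silencing library 1. Each later block starts with entries first seen in the next library, and 0 of the 9914 entries in later blocks have a count in an earlier library. This layout is what results from joining a gene list per library and writing 0 where a list lacks the gene. A 0 in this table can therefore mean that a gene was not listed for that library or that it had no reads there. An entry was called nearly absent in a library when its highest library had at least 200 normalised counts and its lowest library had under 2% of that. This definition was made after the values were seen, and 1824 of 13455 entries that reached 200 normalised counts met it. Along splits of the libraries, such an entry counted as present in a library above 10% of its highest library and as low in the others, so a low library can lie between 2% and 10%.

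Library totals ran from 30408082 to 82890967 counts. At 1000 counts the Poisson error alone is 3.16%, and it is larger at lower counts, which several of the genes named have in some libraries. Reads carry no molecular identifiers, so this covers counting error only. No library was a copy of another: with entries at low counts in the pair left out, at most 0.929% were equal between any pair. Entries without counts in both libraries of a pair are equal there and are not part of that share. The numbers of mapped reads outside the table were not used here.

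Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM factors, the filterByExpr filter, group as the only term, and the quasi-likelihood F test. P-values were adjusted by the Benjamini-Hochberg method over the 17089 entries tested, and the threshold was 0.05. The standard error of a log2 fold change was the absolute log2 fold change divided by the square root of the F statistic. All fold changes are HNRNPA2B1 siRNA over non-silencing siRNA. CPM were computed on the TMM-scaled library size. A fold against a group with at most 3 counts in each library was computed against that floor of 3 counts and is given as a lower bound. The common biological coefficient of variation was 0.611 and the median of the per-entry values was 0.342.

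A set of 10 gene lists with 304 members in all was fixed beforehand: interferon-stimulated genes, S-phase genes, G2 and mitosis genes, the hnRNP family without the target, SR splicing factors, m6A machinery, cholesterol synthesis, p53 targets, the integrated stress response and mesenchymal markers. Of the 304 members, 276 matched a single entry, 1 of these through an older symbol. A further 14 occurred only as positioned copies and 14 were not matched. Lists were tested with camera from limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, two-sided and competitive, adjusted over the 10 lists. Library separation was described by principal components and Pearson correlations of log2 CPM over the 500 most variable entries tested.

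The genes named were chosen by a rule. HNRNPA2B1, CBX3, HNRNPA0, HNRNPA1 and HNRNPA3 were named whatever their values. Then came the 8 largest rises and the 8 largest falls among entries with a symbol, an adjusted p under 0.05, an average log2 CPM of at least 3 and no overlap between groups. At most 3 members past the threshold with the largest absolute log2 fold change were named from each list; a member that met this rule is not reported here. Genes named outside this rule are stated to be chosen after their values were seen.

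The alternatives were other scaling factors, other count filters, DESeq2 1.42.0, limma-voom, the replicate number as a block, the authors' normalised table with pseudocounts of 1 and 0.1, each library left out in turn, and other settings of the list and separation analyses. Chosen after seeing the data were leaving out nearly absent entries, summing the copies of a symbol, leaving out MSTRG identifiers and a robust dispersion. The fit was tested on simulated data with 200 genes changed, all by the same large fold up or down. In the simulation with the fitted dispersions, 25 of the raised genes had a median fitted log2 fold change of 1.99. With the fitted dispersions, 16532 genes were tested and 99 of the 200 were called, with 5 false calls among 104. With the median dispersion, 16911 genes were tested and 178 of the 200 were called, with 10 false calls among 188. No gene was made nearly absent in single libraries, and far fewer genes were changed than were called in the data. These shares therefore do not carry over to smaller changes or to nearly absent entries. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for the remaining steps.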

Results

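Gene expression was measured by RNA sequencing in PC3M cells, a metastatic derivative of the human prostate cancer line PC-3, after depletion of HNRNPA2B1. HNRNPA2B1 encodes heterogeneous nuclear ribonucleoproteins A2 and B1, which bind RNA and take part in splicing and RNA transport. The comparison was between 3 libraries from cells given an siRNA against HNRNPA2B1 and 3 from cells given a non-silencing siRNA, and it asks which transcripts change when this protein is depleted. The non-silencing libraries 1, 2 and 3 held 30408082, 82890967 and 62996349 counts, and the HNRNPA2B1 siRNA libraries 49753064, 46191529 and 46699470. Entries with a count above 0 numbered 20620 in non-silencing library 1 and between 23141 and 24678 in the others. Mitochondrial genes took 2.84% to 3.51% of counts, and the 10 highest entries of a library took 6.63% to 7.09%.

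The targeted gene was lower in every HNRNPA2B1 siRNA library. HNRNPA2B1 (ENSG00000122566.21) is a protein-coding gene on the minus strand of chromosome 7, from 26173057 to 26201529 in GRCh38. Its counts were 24858, 46620 and 30025 in non-silencing libraries 1, 2 and 3, and 1178, 1668 and 1975 in the HNRNPA2B1 siRNA libraries. The mean fell from 632 ± 186 CPM to 33.6 ± 9.60 CPM (SD, n = 3 each), which leaves 5.31% of the control level. The log2 fold change was -4.24 (SE 0.34, adjusted p 0.00274, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The two-sided exact permutation test of log2 CPM gave p = 0.1, the smallest value that 3 against 3 libraries allow. Leaving out non-silencing library 1 moved the log2 fold change most, to -3.99.

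CBX3, which lies head to head with the target, and the closest paralogs were read next, since they could share reads or siRNA matches with it. CBX3 (chromosome 7, 26201162 to 26213356, plus strand) overlaps the annotated 5′ end of HNRNPA2B1 by 368 bp. NFE2L3, another protein-coding gene, also overlaps the annotated span of HNRNPA2B1 and was not examined here. The next values are for CBX3. Its mean normalised count was 10584 ± 1054 in the non-silencing and 10328 ± 1348 in the HNRNPA2B1 siRNA libraries, a difference within the spread of replicates (log2 fold change -0.04, SE 0.13, adjusted p 0.881, edgeR). The sign of the CBX3 value changed under upper quartile scaling, to 0.017, and under library size scaling, to 0.012. HNRNPA1 (chromosome 12, 54280193 to 54287088, plus strand) fell from 58791 ± 4040 to 34809 ± 1109 normalised counts, a log2 fold change of -0.76 (SE 0.07, adjusted p 0.00349). HNRNPA3 (chromosome 2, 177212563 to 177223958, plus strand) rose from 23646 ± 811 to 39830 ± 1650 normalised counts, a log2 fold change of 0.75 (SE 0.05, adjusted p 0.00216). Over all alternatives the HNRNPA1 value lay between -0.81 and -0.70 and the HNRNPA3 value between 0.70 and 0.80. Both genes have many near-identical pseudogenes, so the division of their reads is uncertain. HNRNPA0 (chromosome 5, 137745651 to 137754376, minus strand) had a log2 fold change of 0.24 (SE 0.06, adjusted p 0.0414), and it was no longer past the threshold when any 1 of the 6 libraries was left out.

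**Figure D1:**
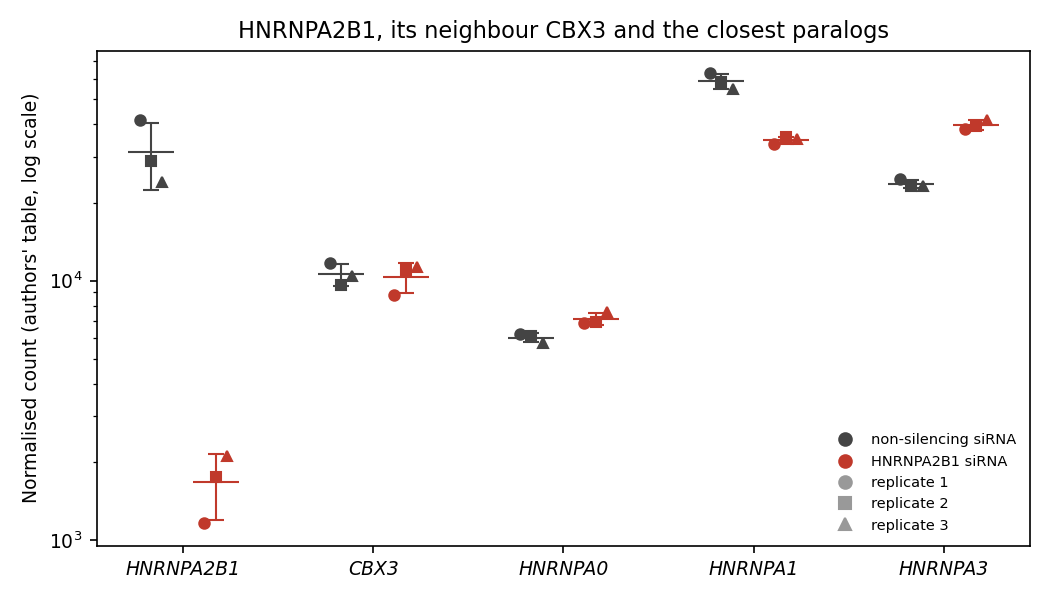
Normalised counts (log axis) of HNRNPA2B1, CBX3 and 3 paralogs in each of the 6 libraries, with group means (horizontal lines) and SD (error bars, n = 3). HNRNPA2B1 lies between 23945 and 41418 in the non-silencing and between 1162 and 2114 in the HNRNPA2B1 siRNA libraries.

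Across the libraries, correlation of log2 CPM over all tested entries was 0.849 to 0.902 within groups and 0.818 to 0.865 between groups. Over the 500 most variable entries, the mean correlation within groups exceeded that between groups by 0.13. This difference fell to 0.027 when all tested entries were used. The first principal component held 31.1% of the variance and set non-silencing library 1, at -105, apart from the other 5 libraries. Non-silencing libraries 2 and 3 lay at 1.55 and 6.04 and the HNRNPA2B1 siRNA libraries at 29.5 to 37.2, so the groups did not overlap on it. Without nearly absent entries the groups again did not overlap, at -58.0 to -5.37 against 22.9 to 24.6. The second component held 20.3%. Non-silencing library 1 had the lowest total count. Without entries that were nearly absent in a library, correlations between libraries over all entries rose to between 0.922 and 0.959.

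Of 17089 entries tested, 3898 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 1766 were higher and 2132 lower in the HNRNPA2B1 siRNA libraries. Which direction was more frequent depended on the scaling, with 2193 higher and 1939 lower under upper quartile factors. An absolute log2 fold change of at least 1 was reached by 959 of them, 310 higher and 649 lower. The groups did not overlap for 7871 entries, or 46.1%, where chance gives 10%. DESeq2 on the same entries gave 6269 with an adjusted p under 0.05. The median log2 fold change over all tested entries was 0.0019. Nearly absent entries made up 1362 of those tested, and 61 of them (4.48%) were past the threshold, against 3837 of the 15727 others (24.4%).

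**Figure D2:**
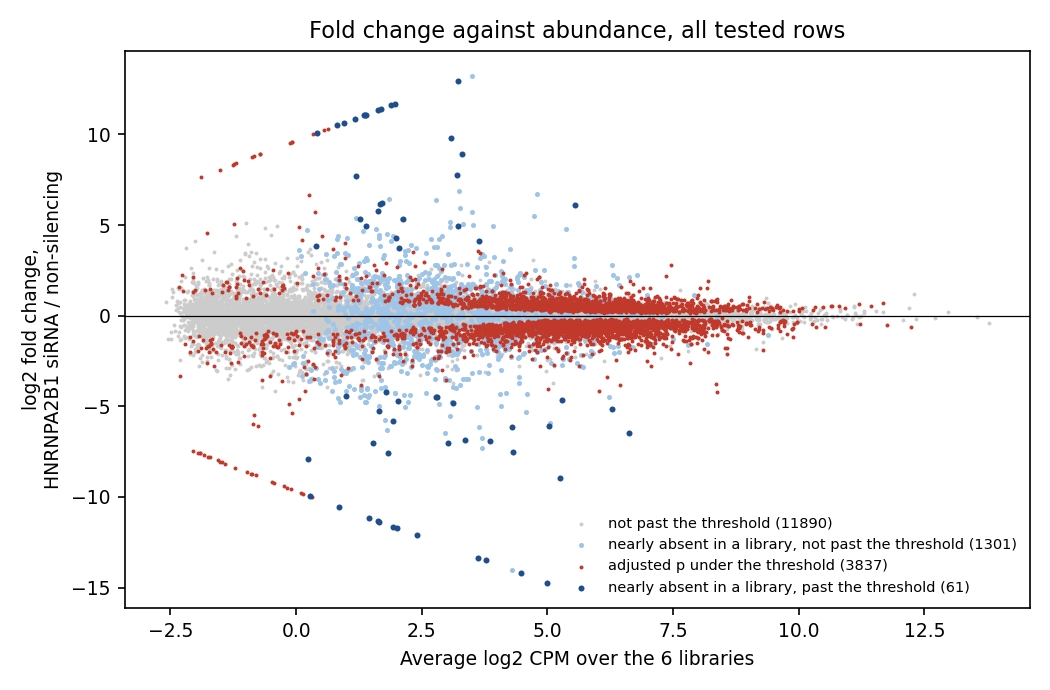
Log2 fold change against average log2 CPM for the 17089 entries tested, with entries nearly absent in a library in blue. The 61 dark blue points, nearly absent and past the threshold, include most of the largest changes, and the straight outer bands are entries with no counts in a whole group, whose fitted values depend on the prior count.

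Of the 16 genes with the largest changes under the naming rule, all but NUP42 were nearly absent in at least 1 library, a definition that very large changes meet by construction. SERPINB2, RAB11FIP2, KRT6A, STEAP3, EIF2AK3 and MYH15 were at 0 in at least 1 library, and the others had counts above 0 in all 6. SERPINB2 (chromosome 18, 63871692 to 63903890) had 0 counts in all 3 non-silencing libraries and 969, 805 and 909 in the HNRNPA2B1 siRNA libraries, at least 299-fold higher (adjusted p 0.00184). RAB11FIP2 (chromosome 10) was at least 272-fold higher and TMEM131L (chromosome 4) at least 316-fold higher. The TMEM131L bound uses the group mean and rests largely on HNRNPA2B1 siRNA library 1. Its normalised counts were 1751, 665 and 504 in HNRNPA2B1 siRNA libraries 1, 2 and 3. The log2 fold changes of the other rises were 7.74 for KRT6A, whose count is uncertain because of near-identical paralogs, 6.11 for STEAP3, 4.93 for the EPHB6 copy on contig KI270803.1, 4.12 for NCK1 and 3.54 for NUP42. NUP42 rose from 96.3 ± 15.4 to 1126 ± 29.01 normalised counts (SE 0.16, adjusted p 0.00149).

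EIF2AK3 (chromosome 2, 88556741 to 88627576, minus strand) had 1616, 5435 and 4295 counts in the non-silencing libraries and 0 in all 3 HNRNPA2B1 siRNA libraries, at least 1020-fold lower (adjusted p 0.00164). MYH15 (chromosome 3) was also at 0 in all 3 HNRNPA2B1 siRNA libraries, at least 396-fold lower. Among the genes named, the fitted log2 fold change of MYH15 moved most between settings, from -13.35 to -10.23 with the authors' normalised table and a pseudocount of 1. The log2 fold changes of the other falls were -8.93 for COG2, -6.94 for PDK1, -6.84 for ENPP1 and -6.15 for CDC27. With 1 library left out, ENPP1 ranged from -9.24 to -6.32. Over the alternatives the adjusted p reached 0.140 for PDK1 and 0.0787 for ENPP1, and stayed under 0.05 for COG2 and CDC27. It reached 0.0504 for EIF2AK3 and 0.0671 for MYH15. Among the rises it reached 0.137 for STEAP3, 0.124 for NCK1, 0.0773 for TMEM131L, 0.0730 for SERPINB2 and 0.0519 for KRT6A. For RAB11FIP2, the EPHB6 copy and NUP42 it stayed under 0.05. TBK1 and CDC42BPB had log2 fold changes of -7.52 and -6.50, with adjusted p of 0.0499 and 0.0470. In non-silencing library 3 they had only 20 and 218 counts, against 4751 and 23272 in non-silencing library 2. Neither was past the threshold with limma-voom, where the adjusted p was 0.643 for TBK1 and 0.497 for CDC42BPB.

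Of the 60 genes named by the 2 versions of the rule that have a position in GENCODE 29, 16 overlap another protein-coding gene, among them SERPINB2 (with SERPINB10), NCK1 (IL20RB), CDC42BPB (AMN), DDIT3 (MARS and MBD6) and PARP10 (GRINA and SPATC1). Their counts are uncertain where reads fall in the shared span. With nearly absent entries set aside, a choice made after the values were seen, the same rule named other genes. The largest rises were then NUP42 and PARP10 (log2 fold change 3.44), PNN (2.80), GABPB1 (2.37), ZNF771 (2.34), INHBA (2.27), the MYO19 copy on contig KI270857.1 (2.23) and ARHGAP29-AS1 (2.19). ARHGAP29-AS1 is an antisense gene and its reads are uncertain without strand information. PNN (chromosome 14, 39175183 to 39183218) rose from 2202 ± 463 to 15298 ± 643 normalised counts (SE 0.18, adjusted p 0.00184). The largest falls were HNRNPA2B1 itself, FER1L6 (-4.15), HAPLN1 (-3.81), AGR2 (-3.77), DDOST (-3.38), UTS2B (-2.77), INO80 (-2.77) and PPL (-2.76). AGR2 (chromosome 7, 16791811 to 16833433) fell from 30389 ± 2472 to 2223 ± 612 normalised counts (SE 0.23, adjusted p 0.00184). Over the alternatives the adjusted p reached 0.107 for the MYO19 copy, 0.0862 for DDOST, 0.0730 for PARP10, 0.0613 for INO80 and 0.0520 for ZNF771. It stayed under 0.05 for the others among these rises and falls.

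Of the 10 fixed gene lists, cholesterol synthesis alone passed the adjusted threshold in the camera test, with a median log2 fold change of 0.62 over 22 tested genes (adjusted p 0.00874). In that list 9 genes were higher and 2 lower past the threshold over all genes tested, and 14 were past it when adjusted over the list alone. The list's library scores were higher in 3 of 3 HNRNPA2B1 siRNA libraries than in any non-silencing library. Such separation was not particular to this list. The integrated stress response, SR splicing factor and hnRNP family lists scored lower in every HNRNPA2B1 siRNA library than in any non-silencing library. For the hnRNP family the camera adjusted p was 0.729. MSMO1 had a log2 fold change of 1.03 and HMGCS1 of 0.79, while INSIG1 went the other way at -0.84. Under fry the cholesterol synthesis call held (adjusted p 0.0175), and with a correlation estimated per list it did not (adjusted p 0.869).

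The integrated stress response list had a median of -0.26 over 23 genes, with 0 higher and 9 lower past the threshold, and 9 when adjusted over the list alone. Its camera test gave an adjusted p of 0.0604, and fry gave 0.0175. TRIB3 fell from 23327 ± 1901 to 5912 ± 422 normalised counts (log2 fold change -1.98, SE 0.09, adjusted p 0.00149), ATF3 had a log2 fold change of -1.51 and DDIT3 of -1.16. SR splicing factors had a median of -0.26 over 15 genes, with 5 lower and 0 higher, 7 adjusted over the list alone, a camera adjusted p of 0.0645 and a fry adjusted p of 0.0175. The log2 fold changes of SRRM1, SRSF6 and TRA2B were -0.69, -0.48 and -0.41. No list passed the threshold with an estimated correlation.

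**Figure D3:**
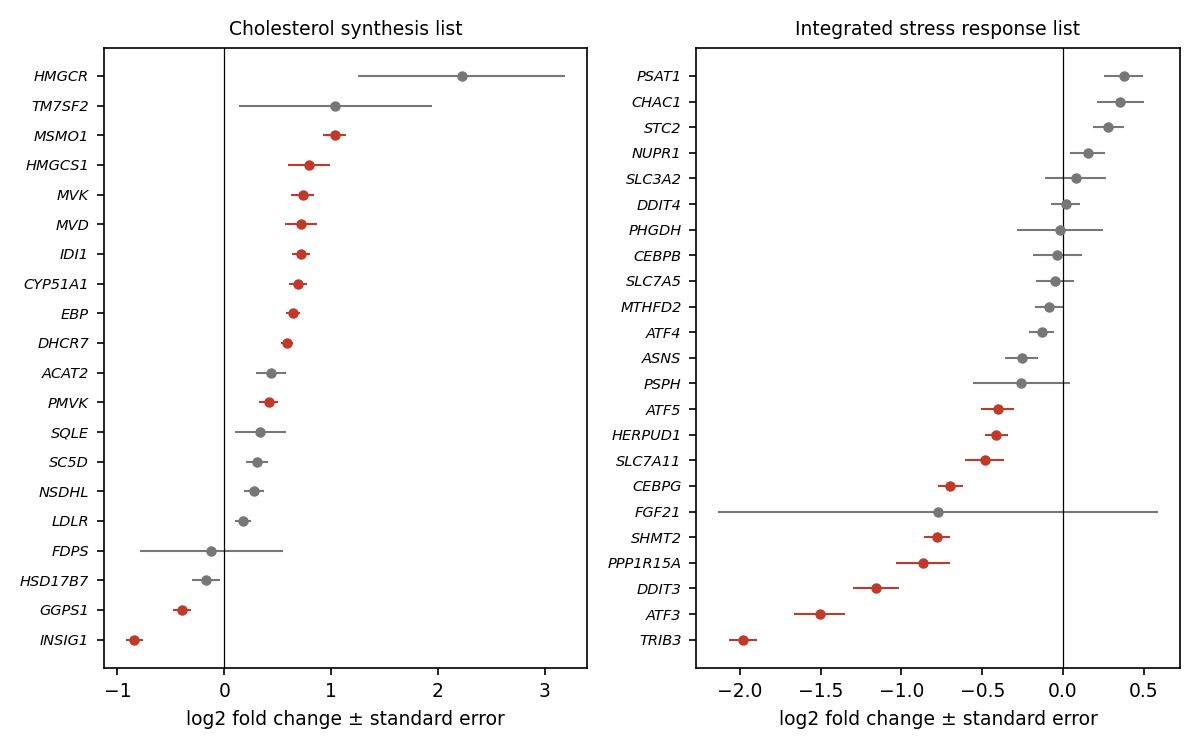
Log2 fold change with standard error of the tested genes that were not nearly absent in a library, for the cholesterol synthesis list (20 of 22 genes) and the integrated stress response list (23 genes), red where the adjusted p was under 0.05. In the first list 9 genes are higher and 2 lower in red, and in the second 9 are lower.

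In the other 7 lists, genes past the threshold went both ways. G2 and mitosis genes had a median of 0.23 over 45 genes (5 higher, 2 lower, 7 adjusted over the list alone, camera adjusted p 0.101), with KIF20B at -0.85, CCNB2 at 0.74 and HJURP at 0.73. S-phase genes had a median of 0.16 over 39 genes (3 higher, 6 lower, 9 adjusted over the list alone, camera adjusted p 0.729), with DTL at -0.83, RRM2 at 0.81 and RFC2 at -0.72. Interferon-stimulated genes had a median of -0.14 over 31 genes (5 higher, 4 lower, 10 adjusted over the list alone, camera adjusted p 0.729), with OASL at -1.37, IFIT3 at -1.29 and IFI6 at 1.18. The hnRNP family without the target had a median of -0.14 over 23 genes (4 higher, 4 lower, 11 adjusted over the list alone, camera adjusted p 0.729), with HNRNPDL at 0.96 and HNRNPH2 at -0.85. For m6A machinery the median was 0.038 over 17 genes (3 higher, 3 lower, 8 adjusted over the list alone, camera adjusted p 0.928), with RBM15B at -0.92, ZC3H13 at -0.83 and ALKBH5 at 0.70. For p53 targets it was 0.0061 over 20 genes (2 higher, 6 lower, 10 adjusted over the list alone, camera adjusted p 0.729), with BBC3 at -1.94, PLK2 at 0.86 and TP53I3 at 0.78. For mesenchymal markers it was 0.15 over 15 genes (2 higher, 2 lower, 5 adjusted over the list alone, camera adjusted p 0.729), with MMP14 at 0.88 and ITGA5 at -0.56.

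Entries that were well covered in some libraries and nearly absent in others numbered 1824, or 13.6% of the 13455 entries that reached 200 normalised counts in a library. The share was 10.9% for entries with a symbol alone and 46.8% for MSTRG identifiers. In 1178 of them (64.6%) the lowest library was at 0. With a library taken as present above 10% of the entry's highest library and as low otherwise, they followed the 2 groups in 65 entries, against 17 to 44 entries for the other 9 splits of the libraries into 3 and 3. Among the 7966 entries with a mean of at least 1000 normalised counts, 9.05% differed by 2-fold or more between non-silencing libraries and 8.07% between HNRNPA2B1 siRNA libraries.

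**Figure D4:**
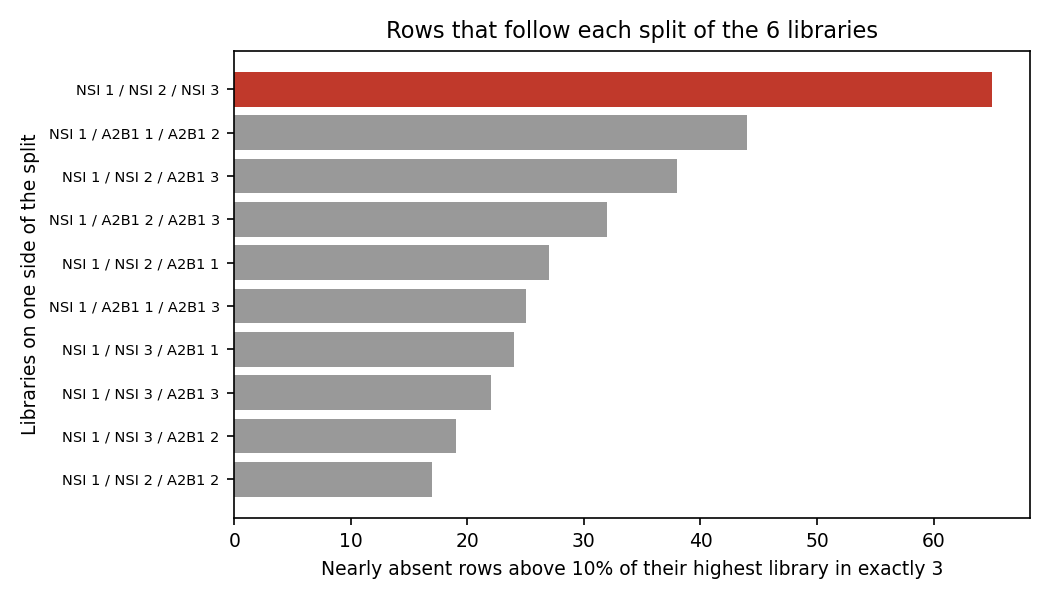
Number of nearly absent entries that are above 10% of their highest library in 3 libraries and at or under 10% in the other 3, for each of the 10 splits of the 6 libraries, with the split into the 2 siRNA groups in red. That split holds 65 entries and the others hold 17 to 44.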

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

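The alternatives were fixed before the data were examined, except leaving out nearly absent entries, summing copies of a symbol, leaving out MSTRG identifiers and the robust dispersion, which were chosen after seeing the data. All fixed alternatives were run. The HNRNPA2B1 fall kept its direction and stayed past the threshold in every alternative, with log2 fold changes from -4.45 to -3.99 and adjusted p up to 0.0411. The same held for HNRNPA1 and HNRNPA3. Of the values recomputed for single named genes with all libraries, 813 kept their direction and side of the threshold, 52 lost the threshold and 1 gained it. With 1 library left out, 303 did and 81 lost the threshold. None of these changed sign; CBX3, counted apart, did. Entries removed by a filter gave no value there. Of the values that answer a comparison, 252 with all libraries and 84 with 1 left out were unchanged. For tests this means the same direction and side of the threshold, and for numbers of entries a ratio of at most 1.5. For separation it means a difference under the SD of the correlations within groups. With all libraries, 9 others changed sign, 6 moved past these limits, 8 gained the threshold and 3 lost it. With 1 left out, these were 9, 5, 4 and 6.

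The count of 3898 became 6269 with DESeq2, of which 3897 were the same entries. Other scaling factors gave 3954 to 4132. The majority turned from lower (1766 higher, 2132 lower) to higher with upper quartile factors (2193 higher, 1939 lower) and with library size only (2157 higher, 1928 lower). With the replicate number as a block, 1341 entries were past the threshold, 439 of them with an absolute log2 fold change of at least 1. Libraries with the same number did not deviate together (correlations -0.010, -0.026 and -0.043), so the numbers do not pair the samples, and the block spends degrees of freedom. HNRNPA0 had 0.24 under the block (adjusted p 0.156) and 0.19 without a count filter (adjusted p 0.162), over a range from 0.000311 to 0.162. Leaving out 1 library gave 2299 to 3210 entries and, with the fold change limit, 698 to 962. The count changed by over 1.5 times without non-silencing library 2 (2543) or 3 (2515) and without HNRNPA2B1 siRNA library 1 (2483) or 3 (2299). These fits have fewer samples. HNRNPA0 ranged from 0.18 to 0.26 and lost the threshold in all 6.

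Signs near 0 changed. CBX3 became 0.017 with upper quartile factors and 0.012 with library size only, and ranged from -0.11 to 0.059 with 1 library left out, above 0 without non-silencing library 1 or HNRNPA2B1 siRNA library 1. Medians that changed sign were m6A machinery without a count filter (-0.00916), p53 targets without a count filter (-0.089), with limma-voom (-0.072) and with the authors' table at either pseudocount (-0.021 and -0.021), and interferon-stimulated genes with at least 10 counts in every library (0.053) or without nearly absent entries (0.067). With 1 library left out, m6A machinery ranged from -0.055 (without HNRNPA2B1 siRNA library 3) to 0.045, p53 targets from -0.23 (without non-silencing library 1) to 0.11 (without non-silencing library 3), and interferon-stimulated genes from -0.14 to 0.065 (without non-silencing library 2). S-phase genes then ranged from 0.012 (without HNRNPA2B1 siRNA library 2) to 0.19. The cause was not tested.

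The cholesterol synthesis median kept its sign and its threshold in all but the estimated correlation (0.62, adjusted p 0.869); its adjusted p ranged from 0.00383 to 0.869. The integrated stress response list passed the threshold without a count filter (-0.30), with DESeq2 (-0.25), limma-voom (-0.26), summed copies (-0.24) and fry (-0.26), over adjusted p from 0.00566 to 0.913. It ranged from -0.30 to -0.11 with 1 library left out, passed without non-silencing library 1 or 3 or HNRNPA2B1 siRNA library 1, and was smallest without non-silencing library 2. SR splicing factors passed without a count filter (-0.32), with limma-voom (-0.29) and fry (-0.26), over adjusted p from 0.00827 to 0.869. With 1 library left out, G2 and mitosis genes ranged from 0.11 (without HNRNPA2B1 siRNA library 3) to 0.25 and passed without HNRNPA2B1 siRNA library 1 (adjusted p 0.0174). Their adjusted p over all alternatives ran from 0.0174 to 0.930, and their highest median was 0.29, with upper quartile factors. Mesenchymal markers ranged from 0.13 to 0.25 (without non-silencing library 1) with 1 library left out, and reached 0.33 with limma-voom. The difference in correlation within and between groups, 0.13, became 0.0958 with at least 10 counts in every library, 0.19 without nearly absent entries and 0.027 over all tested entries, and ranged from 0.098 (without non-silencing library 1) to 0.16 with 1 library left out. The cause was not tested. Depth limits non-silencing library 1 most, with 30408082 counts.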

Other observations

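All tests below were chosen as checks of these explanations after the result was seen, except the sum of HNRNPA3 pseudogenes. Leaving out non-silencing library 1 and the estimated correlation, used for the cholesterol synthesis list, were among the alternatives fixed beforehand.

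The count table holds 1824 entries that are well covered in some libraries and nearly absent in others. Depletion of HNRNPA2B1 is not the whole cause, since in 1727 of them (94.7%) 1 group holds both a library under 2% and a library above 10% of the entry's highest. Counting error alone does not give them: when all 30575 entries were drawn at their mean normalised count with Poisson error only, 0 met the definition in any of 100 simulations. The low total of non-silencing library 1 covers few of them, since 1546 are at or under 10% of their highest library in another way than in that library only. A candidate explanation is that gene lists were made per library and joined, with 0 written where a list lacked the entry: 0 of 9914 entries in later alphabetical blocks have a count in an earlier library. This layout was what prompted the explanation, and it does not separate a gene left out of a list from a gene without reads, so these cannot be told apart for the 1178 entries whose lowest library is at 0. For the 646 others the lowest library is above 0, which a missing list entry does not give. Part may come from reads counted under an adjoining or overlapping gene: 43 of 750 gene and neighbour pairs within 5000 bp had r under -0.8 across libraries, against a mean of 28.2 after shuffling (permutation p 0.0038, 10000 shuffles). The excess is small beside 1824 entries. Only negative r was compared with shuffled pairs, and some pairs entered in both orders. The median r was -0.0487, and other pairs had strongly positive r, up to 0.998 for VASH1 and ANGEL1. As the positive side was not tested, the excess does not single out moved reads.

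RPS4X, chosen after its values were seen, shows the pattern. It lies on chromosome X from 72255679 to 72277300, inside the span annotated for PIN4 (72181353 to 72302926) on the other strand. Its normalised counts were 11900 and 10418 in non-silencing libraries 1 and 2, 313 in library 3 and 187 to 242 in the HNRNPA2B1 siRNA libraries. Its log2 fold change was -5.13 with an adjusted p of 0.0497, which ranged from 6.34e-05 to 0.403 over the alternatives. PIN4 ranged from 52995 to 66355. The sum of RPS4X and PIN4 ranged from 61752 to 68047, with a coefficient of variation of 3.69%, against 8.44% for PIN4 alone. Across the libraries RPS4X and PIN4 had r of -0.907. Reads of RPS4X counted under PIN4 could give this pattern, but 1 pair chosen after its values were seen cannot decide it.

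Nearly absent entries that follow the 2 groups, above 10% of their highest library throughout 1 group only, number 65, more than in any of the other 9 splits (17 to 44, mean 27.6), so 1 of the 10 splits gives as many. If the mean of the other splits is what library-by-library assignment gives, it would account for 42.4% of them, but which ones cannot be told apart, and the design has too few splits to decide. EIF2AK3, at 0 counts in all 3 HNRNPA2B1 siRNA libraries, is among them. It encodes PERK, a kinase upstream of the integrated stress response, whose targets TRIB3, ATF3 and DDIT3 also fell. A true loss of EIF2AK3 transcripts could link these results. If its reads were instead listed under another identifier in those libraries, the zeros would have no bearing on the targets. Neither was tested for this gene alone.

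For the number of entries past the threshold, 1 of the 10 splits of the 6 libraries gave as many as the real one. The other 9 gave 0 to 8 entries where the real split gave 3898. For entries that also had an absolute log2 fold change of at least 1, 1 of the 10 splits gave as many, the others again 0 to 8. For gene lists, 5 of the 10 splits gave at least the 1 list of the real split, and up to 3. With 10 splits the share cannot go below 0.1.

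HNRNPA1 fell and HNRNPA3 rose. If HNRNPA1 reads had moved to its 67 pseudogene and paralog entries, those would have risen. Their sum changed by -3895 normalised counts, in the same direction as the -23983 of HNRNPA1, which argues against this. If HNRNPA3 had gained reads from its 14 pseudogene entries, those would have fallen. Their sum rose by 337, against a gain of 16184 for HNRNPA3. Opposite responses of both paralogs to loss of HNRNPA2B1 may be biological, but an effect of the siRNA sequence on HNRNPA1 was not tested and stays open.

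The higher cholesterol synthesis list could be due to its 2 nearly absent entries, but without them its median was 0.53 (adjusted p 0.0141). Leaving out non-silencing library 1, which has the lowest total, gave 0.44 (adjusted p 0.0233). Both argue against these as the whole cause. The adjusted p over all alternatives ranged from 0.00383 to 0.869, and the list did not pass with an estimated correlation. That INSIG1 fell while 9 members rose leaves open what drives the change.

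Some values were picked after they were seen and have no explanation here. ID1 rose by 2.19 and ID2 by 1.55 on the log2 scale (adjusted p 0.00464 and 0.0036, edgeR). HSP90AA1 had a log2 fold change of 1.17 (adjusted p 0.109), with counts from 112436 to 433865 across the libraries.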
